# Integrative analysis reveals multiple modes of LXR transcriptional regulation in liver

**DOI:** 10.1073/pnas.2122683119

**Published:** 2022-02-10

**Authors:** Lara Bideyan, Wenxin Fan, Karolina Elżbieta Kaczor-Urbanowicz, Christina Priest, David Casero, Peter Tontonoz

**Keywords:** LXR, nuclear receptor, transcription

## Abstract

The nuclear receptors liver X receptor (LXR) α and β play crucial roles in hepatic metabolism. Many genes induced in response to pharmacologic LXR agonism have been defined; however, the transcriptional consequences of loss of LXR binding to its genomic targets are less well characterized. Here, we addressed how deletion of both LXRα and LXRβ from mouse liver (LXR double knockout [DKO]) affects the transcriptional regulatory landscape by integrating changes in LXR binding, chromatin accessibility, and gene expression. Many genes involved in fatty acid metabolism showed reduced expression and chromatin accessibility at their intergenic and intronic regions in LXRDKO livers. Genes that were up-regulated with LXR deletion had increased chromatin accessibility at their promoter regions and were enriched for functions not linked to lipid metabolism. Loss of LXR binding in liver reduced the activity of a broad set of hepatic transcription factors, inferred through changes in motif accessibility. By contrast, accessibility at promoter nuclear factor Y (NF-Y) motifs was increased in the absence of LXR. Unexpectedly, we also defined a small set of LXR targets for direct ligand-dependent repression. These genes have LXR-binding sites but showed increased expression in LXRDKO liver and reduced expression in response to the LXR agonist. In summary, the binding of LXRs to the hepatic genome has broad effects on the transcriptional landscape that extend beyond its canonical function as an activator of lipid metabolic genes.

## Significance

LXRs are critical regulators of hepatic metabolism and function, but their mechanisms of action at the genome level are incompletely understood. We performed integrated analysis of genome-wide chromatin accessibility, gene expression, and transcription factor binding. We reveal distinct mechanisms of LXR transcriptional regulation of both metabolic and nonmetabolic genes in liver. We show that LXR can both activate and repress genes and that LXR binding impacts the activity of other transcription factors.

Liver X receptor (LXR) α and LXRβ (encoded by *Nr1h3* and *Nr1h2*) play important roles in hepatic lipid metabolism. LXRs are crucial for the lipogenic response to feeding as regulators of *Srebf1*, *Fasn*, and *Scd1* (1–3). LXRs play a role in phospholipid remodeling via control of *Lpcat3* expression (4, 5). In liver as in other tissues, LXRs are also central to cholesterol homeostasis. Activated LXRs induce genes involved in cholesterol efflux, such as those encoding ABCA1, ABCG5, and ABCG8, block low-density lipoprotein (LDL) uptake through IDOL, and promote cholesterol conversion to bile acids through CYP7A1 (6–9). Beyond metabolism, LXRs have been shown to regulate immune responses in macrophages, including those in the liver (10–12). LXRα is a lineage-determining factor for Kupffer cells and necessary to maintain gene expression defining their identity (13–15).

LXRs are activated by oxysterols such as 27-hydroxycholesterol and 4β-hydroxycholesterol and intermediates in the cholesterol biosynthetic pathway, such as desmosterol (16–19). Loss of LXRs leads to pathological cholesterol accumulation in liver when mice are fed a high-cholesterol diet (20). In the absence of excess dietary cholesterol, the primary consequences of LXR deletion in liver are perturbations in fatty acid and phospholipid metabolism (21, 22). Many studies have used synthetic agonists such as GW3965 and T0901317 as tools to investigate the role of LXRs in hepatic gene expression (23). Activation of LXRs with synthetic agonist improves atherosclerosis and glucose tolerance, but also increases hepatic lipogenesis (24–26). Chromatin immunoprecipitation with sequencing (ChIP-Seq) studies have defined LXR-binding sites in the hepatic genome and noted increased LXR binding to lower-affinity DNA sites in the presence of a synthetic agonist (27).

Given the widespread use of synthetic agonists to identify LXR-responsive genes, it is not surprising that LXRs have been characterized primarily for their roles as ligand-dependent activators. Recent studies using alternative approaches and genome-wide techniques have revealed multiple modes of LXR gene regulation. Ramón-Vázquez et al. defined three modes of LXR action in macrophages. The first is the classical mode of agonist-activated genes; the second is a derepression mode, in which target genes are up-regulated both in response to agonist and in the absence of LXRs; and the third is a pharmacologically nonresponsive mode for genes that require LXRs for expression but do not change in response to agonist (28). Systematic analyses of different modes of LXR action on gene expression in vivo in key metabolic tissues have not yet been performed.

LXRs bind to DNA as obligate heterodimers with retinoid X receptor (RXR). The canonical LXR-binding site (LXRE) is a repeated nuclear receptor half-site motif (AGGTCA) separated by four nucleotides (DR4) (29). LXR liver ChIP-Seq studies have suggested broader LXR binding to genomic sites other than DR4 motifs. One notable limitation of genome-wide bioinformatic approaches, however, is the degenerate nature of many LXREs and peroxisome proliferator-activated receptor (PPAR) response elements (PPREs), which makes motif identification challenging. Many biologically critical LXREs and PPREs are not perfect DR4 or DR1 elements (30, 31). Studies integrating genomic analyses of multiple nuclear receptors, including LXR and PPARα, have shown greater overlap between receptor targets than expected (27). Such extensive cobinding has been proposed to lead to functional cross-talk. In support of this idea, loss of LXRs was shown to diminish activation of PPARα targets in response to PPARα agonist (22).

The dynamics of the transcriptional landscape in response to LXR binding to the genome are largely unknown. Tools such as assay for transposase accessible chromatin (ATAC-Seq) can provide a bridge between transcription factor (TF) binding and gene expression by revealing dynamic changes in chromatin accessibility (32). In this study, we investigated the transcriptional dynamics of LXR in mouse liver. We performed RNA sequencing (RNA-Seq) and ATAC-Seq on livers of LXRα and LXRβ double-knockout (LXRDKO) mice to characterize the effect of loss of LXRs on the transcriptional landscape. Incorporating available LXR liver ChIP-Seq data, we identified how LXR-binding sites changed and how those changes related to differential gene expression. We also profiled the differences in activity of other transcription factors in response to loss of LXRs using the accessibility of their binding motifs. We integrated our results from the LXRDKO model with data from synthetic agonist treatment studies (33) to define distinct modes of LXR action in the liver, including the ability to act as a ligand-dependent repressor. These findings contribute to a more thorough understanding of how LXRs impact the transcriptional landscape and orchestrate hepatic metabolism.

## Results

### Transcriptional Changes in Liver of LXRDKO Mice.

We performed RNA-Seq on livers of whole-body LXRα/β LXRDKO mice to profile transcriptional changes provoked by the absence of these transcription factors. 

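Livers of 2 WT and 2 LXRDKO mice were profiled, each as a library of its own. The sample labels state that the mice were 8 wk old and had been fasted for 4 to 6 h. LXRDKO mice lack LXRα, encoded by Nr1h3, and LXRβ, encoded by Nr1h2, in all tissues. Polyadenylated RNA was captured and sequenced as single-end reads of 50 bp, which the authors aligned to the mm10 mouse genome with STAR and normalized with DESeq2. The authors deposited normalized counts for 25010 genes, that is, reads counted on each gene divided by a size factor for each library. The text of the paper does not name the tool that counted the reads or the annotation release. All values (100%) are whole multiples of what 1 read is worth in their library, so the reads could be recovered. They add up to 55772659 and 72842744 reads on genes in the WT livers and to 63681131 and 56281367 in the LXRDKO livers. The size factors were 0.877 and 1.18 for WT and 1.05 and 0.933 for LXRDKO. The median absolute log2 difference per gene was 0.18 between the WT livers and 0.17 between the LXRDKO livers. Each mouse was treated as 1 replicate. For the values given here, log2(normalized count + 1) was compared between genotypes with limma, with a trend of the variance on the mean, over the 15578 genes with a mean of at least 10 normalized counts. P values were adjusted by the Benjamini-Hochberg method. Fold changes are on this scale, which understates the change of genes with low counts. The pseudocount, the filter and the choice of test all affect which genes pass a threshold. With 2 livers against 2, a two-sided exact permutation test of a single gene cannot give a P value under 0.33, so every P value rests on the spread that limma pools across genes.
The 2 deleted receptors served as a check of the labels. Nr1h3, on chromosome 2 from 91184061 to 91202834 of GRCm38, the assembly that mm10 stands for, had 5785 and 5322 normalized counts in the WT livers and 1712 and 1826 in the LXRDKO livers. Its log2 fold change was −1.65 (standard error 0.10, adjusted P = 0.0147, limma). Nr1h2, on chromosome 7 from 44549616 to 44553951, had 2987 and 3110 normalized counts in WT and 926 and 1003 in LXRDKO. The fold change of Nr1h2 on the log2 scale was −1.66 (standard error 0.10, adjusted P = 0.0147, limma). Counts are per gene and do not show which exons carry the remaining reads.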

We identified 246 up-regulated and 321 down-regulated genes using an adjusted *P* value of <0.05 (*SI Appendix*, Fig. S1*A*). 

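At an adjusted P value of 0.05, limma called 50 of the 15578 genes tested, 21 up-regulated and 29 down-regulated in LXRDKO livers. Without adjustment, 2068 genes had a P value under 0.05. Both LXRDKO livers lay above both WT livers in 3376 genes (21.7%) and below both in 3589 genes (23.0%), where chance gives 16.7% each. Of the alternatives, leaving out the variance trend in limma moved the number of calls by the largest factor, to 1, with 1873 genes at an unadjusted P value under 0.05. DESeq2, the tool the authors used, gave 567 calls when run on the recovered reads, 246 of them up-regulated and 321 down-regulated, among 15797 genes with an adjusted P value. All 50 genes that limma called were among these 567. Each of the 567 genes had an unadjusted limma P value under 0.05 and no overlap between the groups, and 138 of them had an adjusted limma P value under 0.10. The quasi-likelihood test of edgeR on the same reads called 49 genes.

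**Figure D1:**
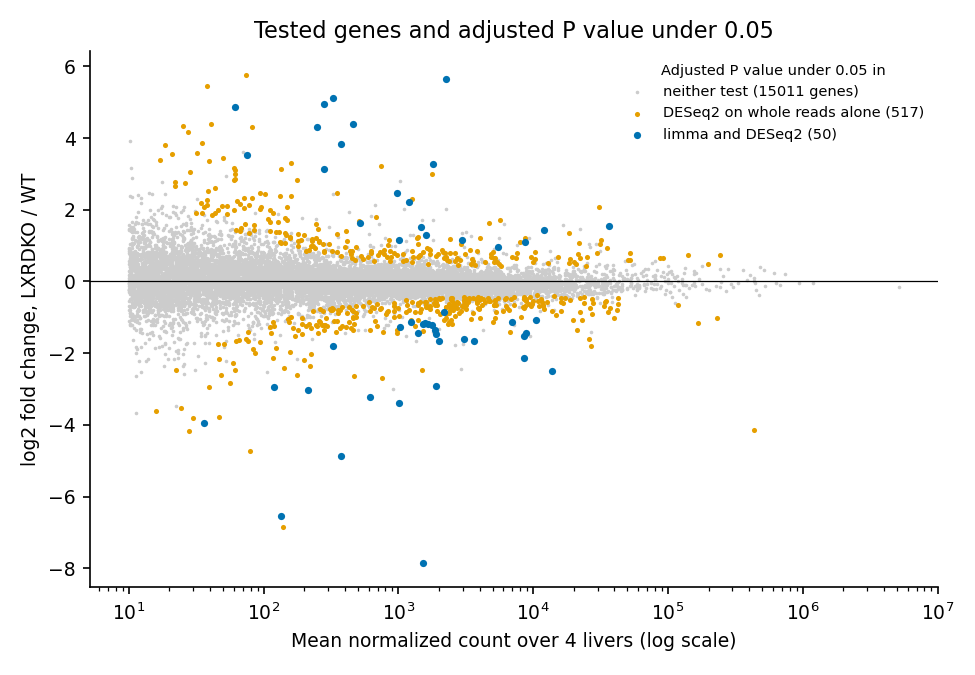
Mean normalized count over the 4 livers (x axis, log scale) against the log2 fold change of LXRDKO over WT (y axis) for each of the 15578 genes tested. Blue points are the 50 genes called by both limma and DESeq2, orange points the rest of the 567 genes called by DESeq2 and gray points all others.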

Many classical LXR targets were down-regulated, including *Srebf1* and *Fasn* (*SI Appendix*, Fig. S1 *B* and *C*) (1, 3, 34). 

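Srebf1, on chromosome 11 from 60199089 to 60222581, had 23138 ± 1319 normalized counts (SD, n = 2) in WT livers and 4203 ± 1534 (SD, n = 2) in LXRDKO livers. This gave a log2 fold change of −2.51 (standard error 0.24, adjusted P = 0.0407, limma), and it stayed between −2.89 and −2.13 when each liver was left out in turn. Fasn, on chromosome 11 from 120805846 to 120824547, fell from 41880 ± 14297 to 11873 ± 2514 normalized counts (SD, n = 2 each), a log2 fold change of −1.79 (standard error 0.26). Both LXRDKO livers were below both WT livers, and the adjusted P value for Fasn was 0.0893 from limma and 5.79e-11 from DESeq2. A list of 22 classical LXR targets, written in advance and sharing 16 genes with other lists, had a median log2 fold change of −0.84, with 18 genes lower. This median moved from −1.18 without WT replicate 1 to −0.62 without WT replicate 2. Srebf1 and Acacb were the 2 members called over all genes tested, where chance gives 0.041 (adjusted P = 0.00655, two-sided Fisher's exact test). Without the variance trend in limma this adjusted P value was 1. Of the list, 14 members were called when adjusted over the list alone. As a set, the list was lower in LXRDKO livers (adjusted P = 4.55e-09 over 26 lists, limma's camera with a preset correlation of 0.01 between genes). Under fry the adjusted P value was 0.145, and under camera with an estimated correlation 0.364. None of the 26 lists passed 0.05 under either of these tests, so no set call described here holds under them. Both tests rest on the spread between 2 livers per group, so failing them does not show that a list is unchanged.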

Down-regulated genes associated with lipid metabolism pathways as expected and overlapped substantially with the set of direct LXR target genes annotated in publicly available ChIP-Seq datasets (*SI Appendix*, Fig. S2 *A* and *B*). In addition, lipid metabolism genes associated with PPARα were down-regulated in LXRDKO livers. 

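Overlaps with published LXR ChIP-Seq targets were not analysed here. A list of 24 genes of fatty acid synthesis, drawn up in advance, shared 10 genes with the other lists. Of its members, 21 were lower in LXRDKO livers, with log2 fold changes from −4.15 to 0.17 and a median of −0.80. The median of the same list differed by 0.21 between the WT livers and by 0.26 between the LXRDKO livers. Among the 29 down-regulated genes were 3 of its members, Srebf1, Acacb and Gpam, where chance gives 0.0447 (adjusted P = 0.00016, two-sided Fisher's exact test). With adjustment over the list alone, 12 members passed. Camera gave an adjusted P value of 1.34e-10 for the list. Acacb fell from 14049 ± 2746 to 3162 ± 480 normalized counts (SD, n = 2 each), a log2 fold change of −2.15 (standard error 0.17, adjusted P = 0.0255, limma). Gpam fell from 14236 ± 1350 to 6769 ± 414 (SD, n = 2 each), a log2 fold change of −1.07 (standard error 0.11, adjusted P = 0.0417, limma).

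**Figure D2:**
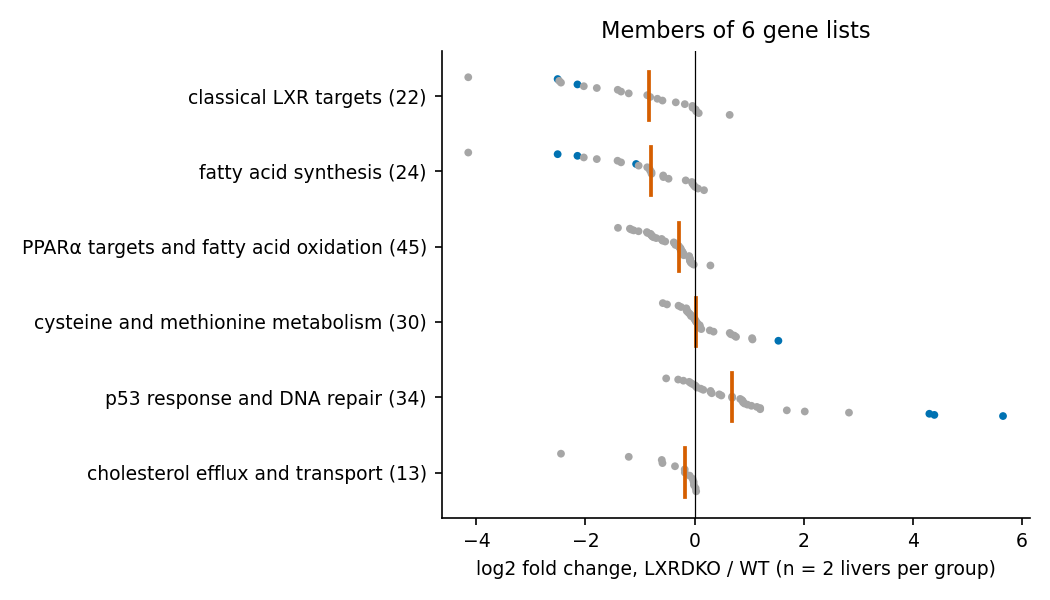
log2 fold change of LXRDKO over WT (x axis) for each member of 6 gene lists, whose number of tested genes is in parentheses. Each point is a gene, blue where its adjusted limma P value is under 0.05 and gray otherwise, and the orange bars are the medians, which lie at −0.84 for classical LXR targets, −0.80 for fatty acid synthesis and 0.69 for the p53 response.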

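The list of 45 PPARα targets and fatty acid oxidation genes, also fixed in advance, was lower in LXRDKO livers for 44 members. The shift was small, with a median log2 fold change of −0.29 and a range from −1.40 to 0.29. The members also moved together within each genotype, by a median of 0.23 between the WT livers and 0.22 between the LXRDKO livers. The median was −0.51 without WT replicate 1 and −0.16 without WT replicate 2. No member had an adjusted limma P value under 0.05 over all genes tested, 5 did when adjusted over the list alone and 14 had an unadjusted P value under 0.05. DESeq2 on the recovered reads called 8 members down-regulated and none up-regulated. Camera gave an adjusted P value of 9.53e-09, and fry gave 0.422.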

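Cd5l, on chromosome 3 from 87357881 to 87371073, had the largest fall of all genes that limma called. It had 2780 and 3293 normalized counts in the WT livers and 11.4 and 12.9 in the LXRDKO livers, a log2 fold change of −7.85 (standard error 0.19, adjusted P = 0.00052, limma). Cd163, which encodes a macrophage scavenger receptor, fell from 731 ± 294 to 23.4 ± 5.8 normalized counts (SD, n = 2 each) and ranked 3 among the falls (log2 fold change −4.87, standard error 0.35, adjusted P = 0.0239, limma). Clec4f, a lectin gene used as a Kupffer cell marker, fell from 3339 ± 42.4 to 454 ± 171 (SD, n = 2 each) and ranked 9 (log2 fold change −2.93, standard error 0.25, adjusted P = 0.0267, limma). Kcna2 and Marco, 2 more genes on a list of 20 Kupffer cell markers, were also among the 10 largest falls. Kcna2 had 1 and 3 reads in the LXRDKO livers, at or under the floor of 3 reads. Set at that floor, it was 87.2-fold lower than in WT. This is no strict bound, since LXRDKO replicate 2 itself had 3 reads. The log2 fold change of Kcna2 was −5.97 without LXRDKO replicate 1. Marco had a log2 fold change of −3.02 (standard error 0.32, adjusted P = 0.0446, limma). Of the list, 15 members were lower and 5 higher, with a median log2 fold change of −0.61. That median was −0.43 without LXRDKO replicate 2 and −0.88 without LXRDKO replicate 1. The 5 members called down-regulated compare with 0.0372 by chance (adjusted P = 1.23e-08, two-sided Fisher's exact test), and 10 members were called when adjusted over the list alone. Camera gave an adjusted P value of 1.34e-08 for the list, and fry gave 0.11. The general macrophage genes on the list changed less, with log2 fold changes of 0.05 for Csf1r, −0.19 for C1qa, 0.06 for C1qb, −0.29 for C1qc and −0.79 for Adgre1. Cd207, singled out after its values were seen, was the member that DESeq2 called up-regulated, with a log2 fold change of 2.47 (adjusted P = 1.24e-09, DESeq2).

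**Figure D3:**
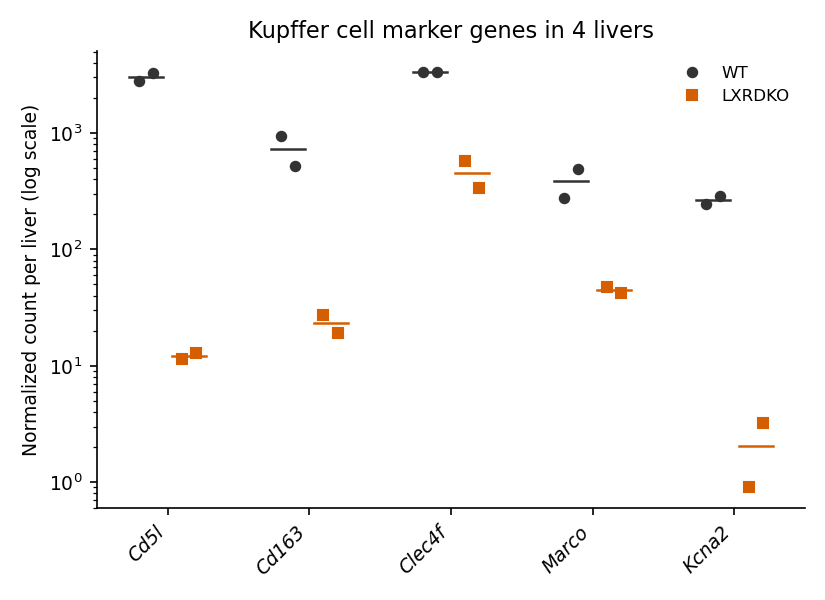
Normalized counts per liver (y axis, log scale) of 5 Kupffer cell marker genes with an adjusted limma P value under 0.05. Black circles are the 2 WT livers, orange squares the 2 LXRDKO livers and bars their means, and for each gene both LXRDKO livers lie below both WT livers.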

Macrophage and Kupffer cell marker genes, such as *Cd5l*, *Cd163*, and *Clec4f* were also among the most down-regulated genes. Reduced expression of these genes likely reflects a change in the immune cell profile in LXRDKO liver, as LXR is known to be important for Kupffer cell identity (10, 14, 15). 

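The 10 largest rises, picked among the called genes with both LXRDKO livers above both WT livers, were those of Cdkn1a, Gpnmb, Fam107a, Inka2, Phlda3, Eda2r, Sult2a7, 1700061I17Rik, Gm42047 and Gm48199, with log2 fold changes from 5.65 down to 3.15. Cdkn1a, which encodes a cell cycle inhibitor, rose from 62.7 and 95.9 normalized counts in the WT livers to 2457 and 6375 in the LXRDKO livers (standard error 0.46, adjusted P = 0.0255, limma). Gpnmb rose from 18.4 ± 9.9 to 633 ± 16.1 (SD, n = 2 each), a log2 fold change of 5.13 (standard error 0.39, adjusted P = 0.0239, limma). Sult2a7 had a log2 fold change of 3.84 (standard error 0.28, adjusted P = 0.0239, limma), although its paralog Sult2a8, with which reads can be shared, had between 38373 and 53085 normalized counts per liver. None of the 21 up-regulated genes was on the lists of classical LXR targets, fatty acid synthesis or PPARα targets. Of the 246 genes that DESeq2 called up-regulated, 1 was on the list of classical LXR targets (Cyp7a1), where chance gives 0.343, and none was on the other 2 lists. On the list of 24 cholesterol synthesis genes, DESeq2 called 4 up-regulated, Cyp51, Nsdhl, Tm7sf2 and Mvk, where chance gives 0.374 (adjusted P = 0.00248, two-sided Fisher's exact test). Limma called none of the 24, of which 9 had an unadjusted P value under 0.05. These 4 genes were singled out after their values were seen.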

Interestingly, most of the genes up-regulated in the absence of LXR expression were not established LXR targets and did not have obvious links to lipid metabolism (*SI Appendix*, Fig. S1 *B* and *C*). These genes were enriched for pathways including cysteine and methionine metabolism and DNA repair/p53 response (*SI Appendix*, Fig. S2*A*).

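The list of 34 genes of the p53 response and DNA repair was higher in LXRDKO livers for 28 members, with a median log2 fold change of 0.69. This median was 0.42 without LXRDKO replicate 2 and 0.81 without WT replicate 2. Of the 21 up-regulated genes, 3 were on the list, Cdkn1a, Phlda3 and Eda2r, where chance gives 0.0458 (adjusted P = 0.00016, two-sided Fisher's exact test), and 17 members were called when adjusted over the list alone. Phlda3, on chromosome 1 from 135766119 to 135769136, rose from 39.2 ± 2.2 to 887.5 ± 385 normalized counts (SD, n = 2 each), a log2 fold change of 4.40 (standard error 0.33, adjusted P = 0.0239, limma). Eda2r, on chromosome X, rose from 24.4 ± 13.5 to 477 ± 158 (SD, n = 2 each), a log2 fold change of 4.30 (standard error 0.45, adjusted P = 0.0432, limma). Camera gave an adjusted P value of 3.46e-10 for the list, and fry gave 0.145. For cysteine and methionine metabolism, 17 of the 30 genes tested were higher and 13 lower, with a median log2 fold change of 0.03 and a camera adjusted P value of 0.16. That median was −0.0076 without LXRDKO replicate 2 and 0.0562 without LXRDKO replicate 1. Got1 was the member that limma called, and 5 members were called when adjusted over the list alone. The overlap with the up-regulated genes had an adjusted P value of 0.206 with limma calls (two-sided Fisher's exact test). With DESeq2 calls it was 3.79e-05, from 6 up-regulated members (Got1, Sds, Cth, Mat1a, Cdo1 and Tat) where chance gives 0.467. DESeq2 called 1 member down-regulated, Gclc (log2 fold change −0.58, adjusted P = 0.00509, DESeq2).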

### Changes in Chromatin Accessibility in Liver of LXRDKO Mice.

We next aimed to further delineate how the absence of LXRs induced the observed changes in gene expression. To understand how changes in transcription in the absence of LXRs related to genome-wide chromatin accessibility, we performed ATAC-Seq to quantify genome-wide chromatin accessibility on the livers of the same mice used in the transcriptomics analysis above. It has been reported that changes in accessibility in response to perturbation in the liver are less dramatic than in other tissues (15, 35, 36). A total of 95,342 peaks were detected across the samples. Correlation between samples is shown in *SI Appendix*, Fig. S3 *A* and *B*. We ranked our ATAC-Seq peaks based on the absolute change in accessibility between LXRDKO and wild-type (WT) livers. After filtering out peaks with very weak signals, 73,597 peaks remained, of which 57.60% had passed an irreproducible discovery rate of 1e-6 (37). We viewed the top 1,000 peaks with increased or decreased accessibility in LXRDKO livers to detect overall patterns in the changes in chromatin accessibility. Genomic sites that lost the most accessibility in the LXRDKO liver largely became inaccessible in LXR liver (Fig. 1*A*). In comparison, sites that gained the most accessibility in the LXRDKO liver were already open in WT samples and became even more accessible in LXRDKO livers.

**Fig. 1.**
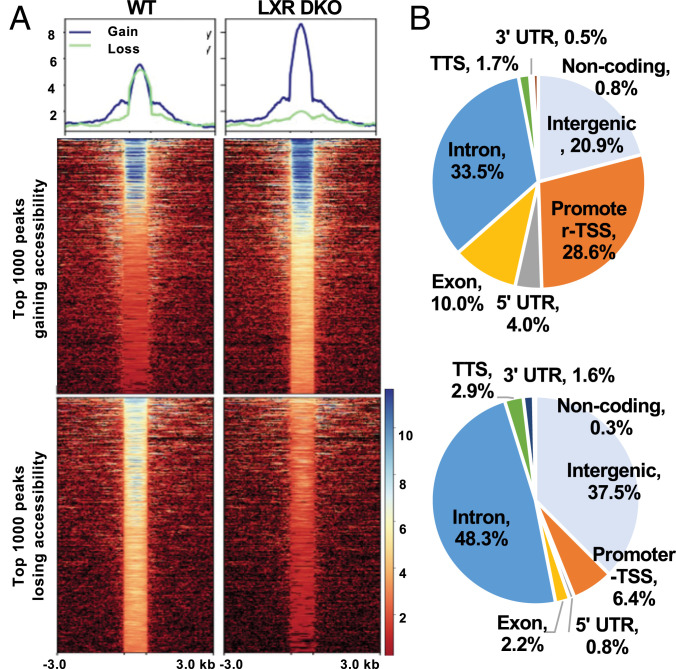
Global chromatin accessibility changes in LXRDKO liver. (*A*, *Top*) Average normalized ATAC-Seq signal intensity for top 1,000-ranked peaks changing in accessibility in WT and LXRDKO samples. (*Bottom*) Heatmap of signal distribution around ATAC-Seq peak summits, for the same peaks. (*B*) Pie charts showing distribution of genomic features among the top 1,000 peaks with largest loss and gain in LXRDKO liver.

Top peaks that lost accessibility were enriched in intergenic and intronic regions (Fig. 1*B*). In comparison, top peaks that gained accessibility in the absence of LXRs were more likely to be found in promoter and exonic regions of the genome than those that lost accessibility. Consistent with this observation, top peaks gaining accessibility in the absence of LXRs were more likely to be located within 1 kb of transcription start sites (TSSs), while top peaks losing accessibility were enriched in regions >10 kb away from TSSs (*SI Appendix*, Fig. S3*C*). These findings broadly suggest reductions in potential enhancer activity and increases in direct promoter activity on a range of genes in LXRDKO livers.

### Integrating Gene Expression and Chromatin Accessibility.

Average accessibility across the gene was decreased in the genes down-regulated in the absence of LXR in comparison to up-regulated ones (*SI Appendix*, Fig. S3*D*). Genes down-regulated in the absence of LXR were more likely on average to lose accessibility in their intergenic and intronic peaks, compared to those whose expression increased or did not change (*SI Appendix*, Fig. S3*E*). On the other hand, promoter peaks in genes up-regulated in LXRDKO liver were more likely to gain accessibility, compared to those whose expression decreased or did not change. These results agree with the enrichment of intergenic and intronic regions in the top peaks losing accessibility and the enrichment of promoters for top peaks gaining accessibility. Pathway enrichment analysis revealed that the set of genes proximal to top peaks losing accessibility in LXRDKO liver were enriched in lipid metabolism pathways, in agreement with the types of genes down-regulated (*SI Appendix*, Fig. S4). Genes proximal to top peaks gaining accessibility were enriched for pathways other than lipid metabolism (e.g., endocytosis). These observations support a degree of correlation between chromatin accessibility and gene expression in LXRDKO liver.

### Correlation of Accessibility, LXR Binding, and Gene Expression.

To further examine changes in accessibility occurring at LXR-binding sites, we integrated our RNA-Seq and ATAC-Seq results with LXR ChIP-Seq data from livers of mice treated with vehicle (basal) or the LXR agonist T0901317 (27). Our analysis revealed that 35.8% of the down-regulated genes and 20.7% of the up-regulated genes in LXRDKO livers were putative LXR ChIP-Seq targets (compared to 7.8% of the nondifferentially expressed genes; Fig. 2*A*). When we included genomic LXR-binding sites observed only with T0901317 treatment (27), more than half of the down-regulated genes (61.1%) and 43.9% of the up-regulated genes had LXR-binding sites. In short, the majority of the differentially expressed genes in LXRDKO livers had LXR binding detected by ChIP-Seq. However, only a small fraction of the genes associated with LXR liver ChIP-Seq peaks was differentially expressed in LXRDKO livers (7.1% of the vehicle treated and 4.6% of the T0901317-treated ChIP-Seq sites, *SI Appendix*, Fig. S5*A*). Among genes with LXR-binding sites, genes that were differentially expressed between WT and LXRDKO mice tended to have a higher number of LXR-binding sites compared to genes whose expression did not change in LXRDKO liver (*SI Appendix*, Fig. S5*B*). This suggests that only a small subset of LXR-binding sites in liver is functionally required for hepatic gene expression.

**Fig. 2.**
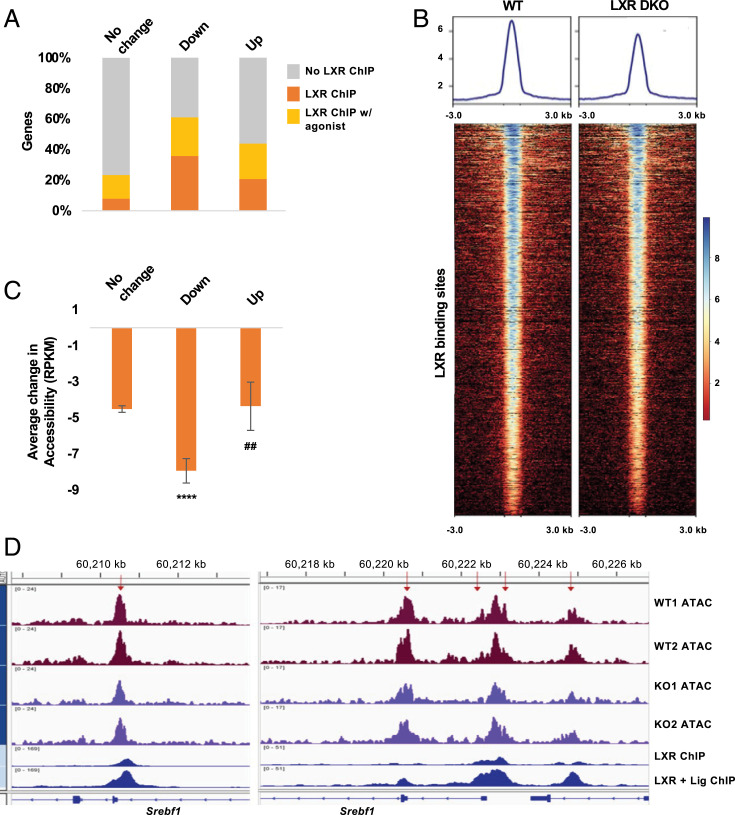
Correlation of LXR binding, gene expression, and chromatin accessibility. (*A*) Comparison of the proportion of genes with LXR liver ChIP-Seq and LXR liver + T0901317 ChIP-Seq binding (27) among genes whose expression is down-regulated, up-regulated, and unchanged in LXRDKO liver. (*B*) ATAC-Seq signal intensity across LXR (basal)-binding sites in WT and LXRDKO samples. Average signal profile is plotted on *Top*. (*C*) Average change in LXR-binding site accessibility for peaks proximal to genes whose expression is down-regulated, up-regulated or unchanged in LXRDKO liver in comparison to WT. ****, indicates the comparison to genes with unchanged expression. ##, indicates the comparison between downregulated and upregulated genes. (*D*) Example of ATAC-Seq signal on LXR-binding sites in the alternative first exon (*Left*) and promoter (*Right*) of the *Srebf1* locus. Peaks that on average lost accessibility for at least 10 RPKM in LXRDKO compared to WT are indicated with red arrows. Publicly available LXR liver ChIP-Seq data are aligned alongside the ATAC-Seq tracks (27).

The overall accessibility across LXR-binding sites was reduced in LXRDKO livers; 71.57% of LXR-binding sites lost some accessibility (Fig. 2*B* and *SI Appendix*, Fig. S5*C*). A majority of the ATAC peaks at LXR-binding sites located at intergenic and intronic regions in LXRDKO liver showed a decrease in accessibility, but that trend was not observed for peaks located at promoter regions (*SI Appendix*, Fig. S5*D*). Thus, the degree to which LXR-binding sites changed in accessibility in LXRDKO liver was influenced by their locations in relation to individual genes.

Integrating the expression, binding, and chromatin accessibility data, LXR-binding sites associated with down-regulated genes were less accessible in LXRDKO liver than those associated with genes whose expression did not change or were up-regulated (Fig. 2*C*). For instance, one context where LXR binding is known to be functionally important is at the *Srebf1* locus (34). The regulatory regions of *Srebf1* contain multiple LXR-binding sites (Fig. 2*D*), including one at the alternative promoter for *Srebf1c* (*Left*). All of the LXR-binding sites at this gene lost some accessibility in the LXRDKO samples compared to controls, accompanying the down-regulation of the gene.

### Loss of LXR Affects Accessibility at Binding Sites for Other Transcription Factors.

Changes in chromatin accessibility at transcription factor–binding sites may reflect a change in transcription factor activity. To analyze these trends across the genome, we ranked all of our ATAC-Seq peaks based on changes in accessibility between LXRDKO and WT samples and binned them into equal-sized bins (∼1,000 peaks each). We performed motif enrichment analysis for known binding motifs (see *Methods* for details) for all of the bins. We then displayed the enrichment of each of the transcription factor motifs across all bins in a heatmap (Fig. 3*A*). This method allowed us to visualize the difference in enrichment of each motif both across bins and compared to other motifs. The results showed a gradual increase in enrichment of binding motifs in relation to changes in chromatin accessibility in LXRDKO liver. We identified several transcription factors whose binding motif became less accessible in LXRDKO liver. Motifs predicted to bind CTCF/CTCFL, the nuclear receptor family, HNF1/HNF1B, HNF6/CUX2, the FOX family, and the ATF4/CHOP family showed the strongest enrichment in peaks that lost accessibility in LXRDKO liver. Among nuclear receptor motifs, the DR1 motif (bound by PPARα, HNF4α, and RXR) was the most strongly enriched, but the DR4 motif (bound by LXR and thyroid hormone receptor [TR]) and the nuclear receptor half-site motif (recognized by ERRs, Coup-TFII, and others) were also enriched. Many of these transcription factor motifs are primarily present in intergenic and intronic regions. Even among intergenic and intronic peaks, these motifs were enriched in peaks that were specifically losing accessibility in LXRDKO liver (*SI Appendix*, Fig. S6*A*).

**Fig. 3.**
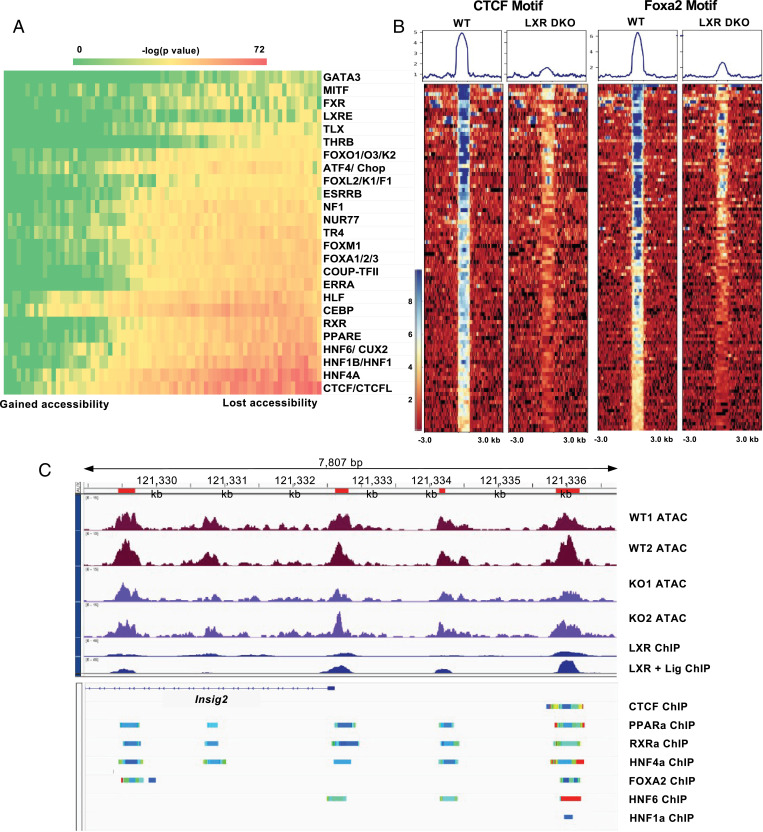
Loss of LXR affects chromatin accessibility at other transcription factor–binding sites. (*A*) Heatmap of motif accessibility across all ATAC-Seq peaks ranked and binned based on the accessibility difference between LXRDKO and WT samples. Shown are 73 bins each containing ∼1,000 peaks. The heatmaps represent the enrichment *P* value obtained from known motif analysis. Transcription factors are grouped based on motif similarity (>90%). Only motifs that were enriched in peaks that lost accessibility in LXRDKO liver are shown. (*B*) ATAC-Seq signal intensity heatmap and profiles across peaks associated with CTCF (*Left*), and FoxA2 (*Right*) motifs, among the top 1,000 peaks losing accessibility in LXRDKO livers. (*C*) Browser view of *Insig2* locus showing WT and LXRDKO ATAC-Seq normalized signal alongside LXR ChIP-Seq data (27). *Below* the reference gene are ChIP-Atlas tracks presenting aggregate liver ChIP-Seq data for selected transcription factors (74).

We further examined the transcription factor motifs associated with the top 1,000 ATAC peaks that lost accessibility in LXRDKO liver (Fig. 3*B*). A number of peaks associated with CTCF motifs lost almost all signal in LXRDKO liver, indicating largely inaccessible CTCF-binding sites. In comparison, peaks associated with PPAR motifs and FOXA2 motifs showed strong reductions in ATAC signal intensity but still retained some accessibility (Fig. 3*B* and *SI Appendix*, Fig. S6*B*). This result implies that loss of CTCF binding may lead to the closing of these peaks. To ensure that the motifs we identified were independently changing, we examined the peaks among the top bins that lost accessibility in LXRDKO liver with these motifs. Each family motif was present on a unique set of peaks with some overlap with other transcription factor families (*SI Appendix*, Fig. S6 *C*, *Left*). This suggests that there is specificity to the reduction of motif accessibility for each of these transcription factor families, and that the reduction of accessibility of one transcription family was not completely dependent on another transcription factor family. 

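Of 20 transcription factor genes whose motifs are named for the peaks that lost accessibility, none had an adjusted limma P value under 0.05 over all genes tested, 2 had one when adjusted over the list alone and 5 had an unadjusted P value under 0.05. Ppara had 13909 ± 1716 normalized counts (SD, n = 2) in WT livers and 9300 ± 1466 (SD, n = 2) in LXRDKO livers. This gave a log2 fold change of −0.58 (standard error 0.15), with an adjusted P value of 0.214 from limma and 0.0282 from DESeq2. Foxa2, on chromosome 2 from 148042877 to 148046969, rose from 1454 ± 227 to 2358 ± 90.7 normalized counts (SD, n = 2 each), a log2 fold change of 0.71 (standard error 0.13) with an adjusted P value of 0.131 from limma and 0.00319 from DESeq2. DESeq2 called 2 more of the 20 genes, Hnf4a and Nr2f2. Nr2f2, singled out after its values were seen, had a log2 fold change of −0.53. For the other 16 genes no difference was detectable. Ctcf had a log2 fold change of 0.15 (standard error 0.09, adjusted P = 0.59, limma) and Onecut1, which encodes HNF6, one of −0.20 (standard error 0.22, adjusted P = 0.767, limma). Foxa1 had a log2 fold change of −0.03 (standard error 0.12, adjusted P = 0.946, limma). Cux2 varied too much between the livers of each genotype to compare, with 41.1 and 226 normalized counts in WT and 253 and 39.7 in LXRDKO.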

With the exception of a modest decrease in PPARα and modest increase in Foxa2 expression in the LXR DKO samples, the expression of most of these transcription factors themselves was not different between groups, suggesting that the changes in their motif accessibility were not likely to be due to differences in transcription factor abundance (*SI Appendix*, Fig. S6*D*).

We further assessed changes in accessibility of some of the motifs via footprinting (38). This approach measures transcription factor–binding activity by quantifying the protection of the binding site from sequencing. The accessibility of predicted binding sites for HNF1B and HNF6A were reduced across the LXRDKO liver genome compared to control (*SI Appendix*, Fig. S7 *A* and *B*). Although this method was not as sensitive, it nevertheless provided independent validation of some of the observations shown in Fig. 3*A*.

To address how the loss of LXR affected the activity of other transcription factors specifically at its target genes, we performed a similar analysis on the top bins of ATAC peaks proximal to a putative LXR-binding gene that lost accessibility in LXRDKO liver. When we clustered genes associated with each transcription factor motif, we observed patterns of motif cooccurrence across different families (*SI Appendix,* Fig. S6 *C*, *Right*). This suggests that a number of transcription factors were collectively losing accessibility in LXR target genes. As an example, the *Insig2* locus has a number of LXR-binding sites that became less accessible in LXRDKO liver. Based on available liver ChIP-Seq datasets, each of the peaks associated with LXR binding was also predicted to bind to combinations of other transcription factors, including CTCF, PPAR, RXR, HNF4A, FOXA2, HNF6, and HNF1 (Fig. 3*C*), exemplifying how the loss of LXR could impact the potential binding of other transcription factors to the same gene. Our analysis revealed instances of independent and collective loss of activity of these transcription factors on LXR-binding genes.

### Nuclear Factor Y (NF-Y) Motifs Are More Accessible in the Absence of LXRs.

Fewer transcription factor motifs were enriched in ATAC peaks that gained accessibility in LXRDKO liver (Fig. 4*A*). Interestingly, many of these binding sites share a core ETS motif and are known to appear frequently in promoter regions. Peaks in promoter regions were overrepresented among those that gained accessibility in the absence of LXRs (Fig. 1*B*). Among the promoter peaks, the NF-Y motif was particularly prevalent among those that gained accessibility in LXRDKO liver (Fig. 4 *A* and *B*). By contrast, ETS family motifs were enriched across promoter regions without a preference for sites that gained accessibility upon loss of LXR. Footprinting analysis validated this finding (Fig. 4*C*). The NF-Y footprint was more accessible across the LXRDKO liver ATAC-Seq sample compared to control. Peaks at which NF-Y motifs gained accessibility were already accessible in WT samples, but became even more accessible in LXRDKO samples (Fig. 4*D*).

**Fig. 4.**
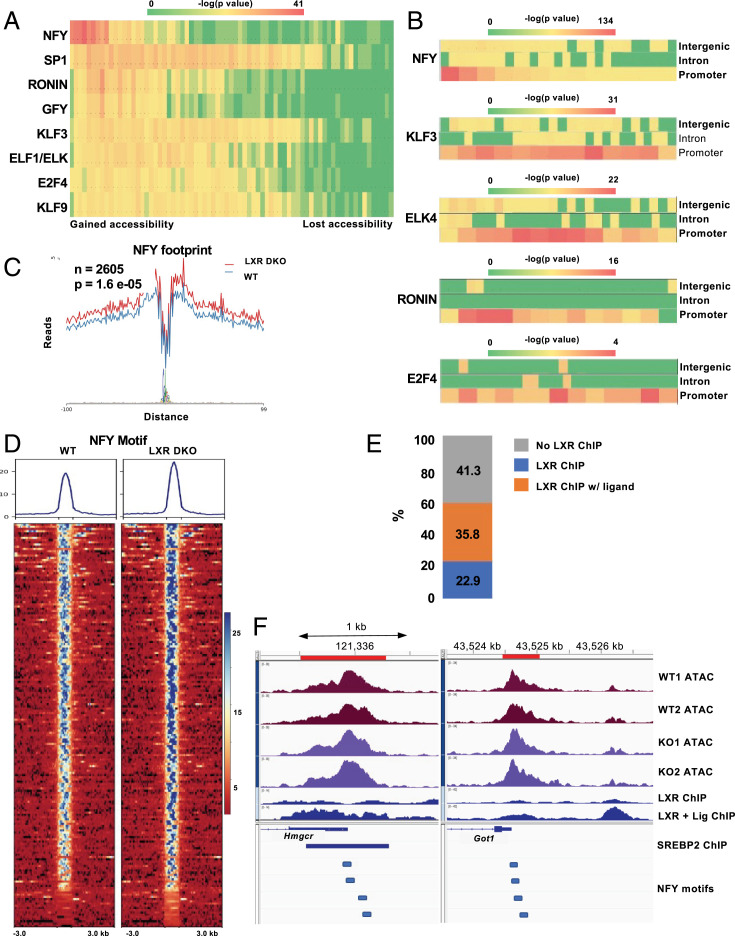
Increased accessibility of NF-Y motifs in LXR-deficient liver. (*A*) Heatmap of motif accessibility across all ATAC-Seq peaks ranked and binned based on differences between LXRDKO and WT. Shown are 73 bins each containing ∼1,000 peaks. The heatmap represents the enrichment *P* value obtained from known motif analysis. Transcription factors are grouped based on motif similarity (>90%). Only motifs that were enriched in peaks that gained accessibility in LXRDKO liver are shown. (*B*) Heatmaps of motif enrichment of selected overrepresented transcription factors across binned intergenic, intronic, and promoter ATAC-Seq peaks based on change in accessibility. (*C*) Footprint of the NF-YA motif in WT and LXRDKO ATAC-Seq samples using HINT-ATAC. (*D*) ATAC-Seq signal intensity heatmap and profile of peaks with NF-Y motif among the top 1,000 peaks with the largest gains of accessibility. (*E*) Within the top 1,000 peaks that gained accessibility in LXRDKO, proportion of genes with increased NF-Y motif accessibility that also have LXR binding. (*F*) Browser view of peaks with increased NF-Y motif accessibility, including the promoter regions of *Hmcgr* (*Left*) and *Got1* (*Right*). Publicly available SREBP2 liver ChIP-Seq and NF-Y motif locations are aligned below the gene annotation (77).

A majority of genes with increased NF-Y accessibility had an LXR-binding site (either basal or with agonist treatment) (Fig. 4*E*). Moreover, the NF-Y motif was enriched among the LXR-binding promoter peaks that were increased in accessibility. This could indicate that the absence of LXR could be leading to compensatory increased NF-Y binding at these LXR target genes. Genes proximal to NF-Y motifs that gained accessibility in LXRDKO liver were enriched for pathways related to cell cycle, NF-κB signaling, and cholesterol synthesis (*SI Appendix*, Fig. S7*C*), and included SREBP2 targets such as *Hmgcr*, *Hmgcs1*, *Sqle*, and *Fdps*. For instance, the *Hmgcr* promoter was on average more accessible in LXRDKO liver (Fig. 4*F*). The peak in this region overlaps with an SREBP2-binding site and contains four NF-Y–binding motifs. Interestingly, among genes with increased NF-Y accessibility, only a small proportion was differentially expressed between WT and LXR DKO liver (3.36%, accounting for 15.8% of all up-regulated genes in LXR DKO) (*SI Appendix*, Fig. S7*D*). As an example, *Got1* was up-regulated and its promoter (with four NF-Y motifs) was on average more accessible in LXRDKO liver (Fig. 4*F*).

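Got1 encodes a cytosolic aminotransferase and lies on chromosome 19 from 43499752 to 43524605 of GRCm38. It had 16831 and 20585 normalized counts in the WT livers and 50704 and 57568 in the LXRDKO livers, a log2 fold change of 1.54 (standard error 0.14, adjusted P = 0.0333, limma). The log2 fold change stayed between 1.39 and 1.68 when each liver was left out in turn. Promoter accessibility was not analysed here.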

**Fig. 5.**
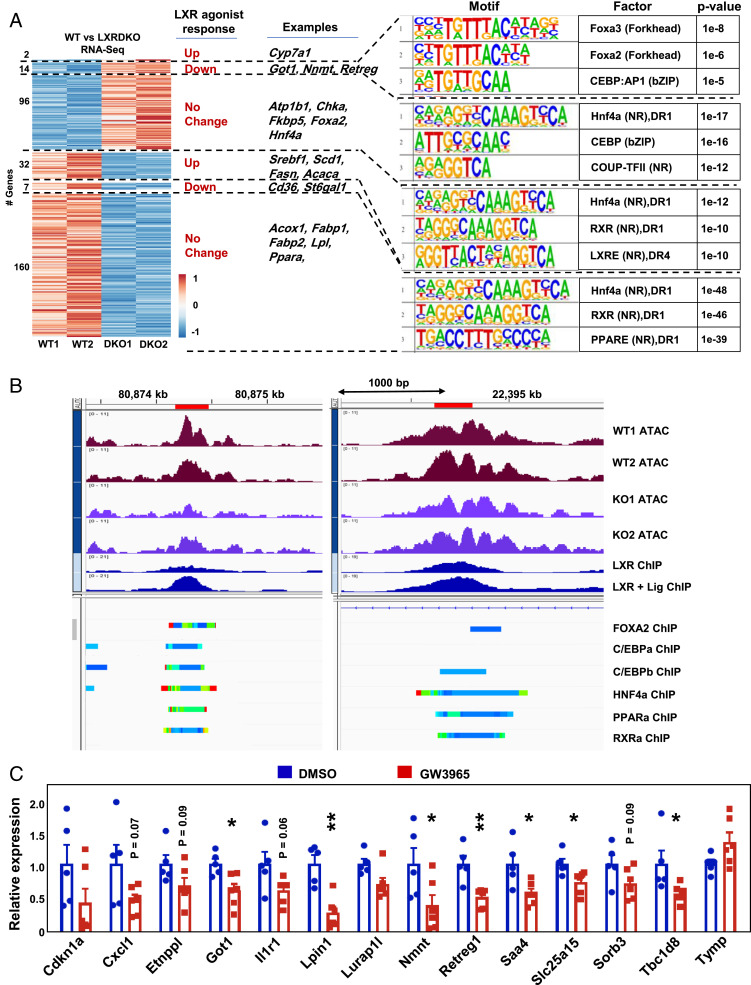
LXR can act as a ligand-dependent and -independent repressor. (*A*) Heatmap of normalized counts of differentially expressed genes with an LXR ChIP-Seq–binding site. Unit variance scaling was used for scaling rows. Genes are arranged according to their behavior in response to agonist treatment (combining publicly available GW3965 and T0901317 treatment results). Highlighted are selected genes in each segment. The top three results from known motif analysis for each segment are shown in the following order: 1) Up-regulated in LXRDKO samples and down-regulated by agonist, 2) up-regulated in LXRDKO and not changed by agonist, 3) down-regulated in LXRDKO and up-regulated by agonist, 4) down-regulated in LXRDKO and not changed by agonist. (*B*) Example regions in which peaks with LXR-binding motifs were on average less accessible in LXRDKO liver, for genes where LXR was acting as a repressor. Intergenic region associated with the Lurap1l gene (*Left*) and intronic region associated with Slc25a15 (*Right*). (*C*) Independent validation of 14 ligand-repressed genes by qPCR assessment from livers of acute GW3965-treated mice (*n* = 5 to 6).

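Of the genes highlighted in Fig. 5A, Fkbp5 had an adjusted limma P value under 0.05. It rose from 6493 ± 533 to 17632 ± 2120 normalized counts (SD, n = 2 each), a log2 fold change of 1.44 (standard error 0.12, adjusted P = 0.0257, limma). Atp1b1 and Chka, shown with Fkbp5 as up-regulated in LXRDKO and not changed by agonist, had log2 fold changes of 0.76 and 0.67. Their adjusted P values were 0.133 and 0.155 from limma and 0.00122 and 0.0102 from DESeq2. Cyp7a1 had a log2 fold change of 0.64 (standard error 0.12, adjusted P = 0.127 from limma and 0.000494 from DESeq2). Cd36 and St6gal1 had log2 fold changes of −1.18 and −1.03, with adjusted P values of 0.155 and 0.127 from limma and 0.000249 and 6.56e-05 from DESeq2. Fabp2 had a log2 fold change of −0.81 (standard error 0.11, adjusted P = 0.0813, limma). Lpl had 1487 and 3667 normalized counts in the WT livers and 469 and 372 in the LXRDKO livers. Its log2 fold change was −2.48 (adjusted P = 0.111, limma) and −1.83 without WT replicate 2. Both LXRDKO livers lay on the same side of both WT livers for each of these 8 genes. Responses to agonist were not analysed here.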

### Distinct Modes of LXR Transcriptional Regulation in Liver.

Many studies on LXRs have focused on their functions as ligand-activated transcription factors, using pharmacological tools such as the potent synthetic agonists GW3965 and T0901317 (26, 39, 40). Our analysis of global accessibility changes induced by loss of LXR supported this major mode of LXR action, but also revealed additional mechanisms. We integrated datasets for genes differentially expressed in liver in response to GW3965 or T0901317 treatment with LXR ChIP-Seq data and our RNA-Seq data (33). We found that the expression of a majority of the differentially expressed genes in WT vs. LXRDKO liver was not altered by agonist treatment (Fig. 5*A*). This was true even for those genes predicted to have LXR binding by ChIP-Seq. This observation suggests distinct basal and pharmacological ligand-dependent functions for LXRs at individual genes.

We next focused on genes that were regulated both by synthetic agonist and the presence or absence of LXRα/β. A majority of these genes was regulated in opposite directions by agonist treatment and LXR deletion (Fig. 5*A*). We identified 32 genes that were down-regulated in LXRDKO liver and induced by agonist treatment in WT liver (Fig. 5*A*). This set was enriched for classical LXR targets mostly involved in fatty acid metabolism, including *Srebf1*, *Scd1*, *Acaca*, *Fasn*, and *Lpcat3*. 

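Scd1 had the highest counts of these genes, with 555930 and 1098392 normalized counts in the WT livers and 28020 and 69359 in the LXRDKO livers. Its log2 fold change was −4.15 (standard error 0.51), with an adjusted P value of 0.0615 from limma and 1.72e-05 from DESeq2. Acaca fell from 3066 ± 758 to 1655 ± 44.3 normalized counts (SD, n = 2 each), a log2 fold change of −0.87 (standard error 0.18, adjusted P = 0.145 from limma and 0.000738 from DESeq2). Lpcat3 fell from 10753 ± 1628 to 6688 ± 721 (SD, n = 2 each), a log2 fold change of −0.68 (standard error 0.14, adjusted P = 0.151 from limma and 0.00311 from DESeq2).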

ATAC peaks at these LXR-binding sites were enriched for DR1 and DR4 nuclear receptor motifs. Additionally, LXR-binding sites for these pharmacological ligand-activated genes were more likely to be located in promoter regions in comparison to pharmacological ligand-unresponsive genes down-regulated in LXRDKO liver (*SI Appendix*, Fig. S8*A*).

By contrast, a substantial subset of genes down-regulated in LXRDKO liver with putative LXR binding but no transcriptional response to agonist were enriched for canonical PPARα targets such as *Acox1*, *Acsl5*, and *Fabp1* (Fig. 5*A* and *SI Appendix*, Fig. S8*B*). 

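Acsl5 fell from 28955 ± 4930 normalized counts in WT livers to 15864 ± 1556 in LXRDKO livers (SD, n = 2 each), a log2 fold change of −0.86 (standard error 0.15, adjusted P = 0.121 from limma and 4.65e-05 from DESeq2). Fabp1 fell from 228901 ± 25246 to 102528 ± 13599 (SD, n = 2 each), a log2 fold change of −1.16 (standard error 0.19, adjusted P = 0.105 from limma and 2.32e-10 from DESeq2). For each of these genes both LXRDKO livers lay below both WT livers.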

The LXR-binding sites for these genes were enriched for the nuclear receptor DR1 motif (Fig. 5*A*). This observation suggests that LXR may associate widely with DR1 nuclear receptor motif sites and thereby contribute to the expression of canonical PPARα genes that do not respond to pharmacologic LXR agonist.

The LXRE/DR4 motif was enriched among the set of intergenic and intronic ATAC peaks with putative LXR-binding sites that showed the largest loss of accessibility in LXRDKO liver (*SI Appendix*, Fig. S8*C*). The DR1 motif was enriched across all intergenic and intronic LXR-binding sites regardless of their change in accessibility in LXRDKO livers. Thus, the DR4/LXRE motif is strongly associated with classical LXR targets that are up-regulated by agonist treatment and down-regulated in the LXRα/β knockout and with LXR-binding sites that lose accessibility with the loss of LXR. The data further suggest that, outside of these canonical LXR targets, LXR can bind to nuclear receptor motifs more broadly, including at DR1 motifs.

We also identified 14 genes that were up-regulated in the absence of LXRs, down-regulated with agonist treatment, and had putative LXR-binding sites by ChIP-Seq (Fig. 5*A*). These genes represent potential targets for direct ligand-dependent repression by LXRs. This mode of regulation is known to occur with certain other nuclear receptors, such as TR, but has not been rigorously documented for LXRs. 

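The 14 genes named in Fig. 5C were all higher in both LXRDKO livers than in both WT livers, with log2 fold changes from 0.45 to 5.65 and a median of 1.03. Limma called 5 of them over all genes tested and 14 when adjusted over the list alone. The study chose the list partly on these samples, so the count over the list alone is not independent evidence. DESeq2 on the recovered reads called all 14 and edgeR 4. Besides Got1 and Cdkn1a, the genes called by limma were Tymp, Retreg1 and Sorbs3. Tymp had a log2 fold change of 1.15 (standard error 0.13, adjusted P = 0.0493, limma). Retreg1, listed in the deposited table as Fam134b, had one of 1.10 (standard error 0.12, adjusted P = 0.0434, limma), and Sorbs3 one of 0.96 (standard error 0.11, adjusted P = 0.0498, limma). Lpin1 rose from 11993 ± 4268 to 49122 ± 2818 normalized counts (SD, n = 2 each), a log2 fold change of 2.08 (standard error 0.24, adjusted P = 0.0545 from limma and 9.69e-16 from DESeq2). Cxcl1 and Nnmt had log2 fold changes of 1.13 and 1.09, with adjusted limma P values of 0.0893 and 0.0988. Tbc1d8, Etnppl and Il1r1 had log2 fold changes of 0.81, 0.69 and 0.64, with adjusted limma P values of 0.131, 0.161 and 0.234. The value for Il1r1 was 0.39 without WT replicate 2 and 0.89 without WT replicate 1. Saa4, which lies within 10 Mb of Nr1h2 on chromosome 7, had 33081 and 17068 normalized counts in the WT livers and 45601 and 44387 in the LXRDKO livers. Its log2 fold change was 0.92 (adjusted P = 0.301 from limma and 0.0447 from DESeq2) and 0.44 without WT replicate 2. The paper combines higher expression in LXRDKO livers with lower expression after agonist and LXR binding by ChIP-Seq. It proposes that these genes are potential targets for direct ligand-dependent repression. By qPCR it also reports that most of them were reduced or trended down in WT mice given GW3965. From published data it proposes that repression of some of them by agonist needs hepatic Foxa2. Responses to agonist, qPCR and LXR binding were not analysed here.

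**Figure D4:**
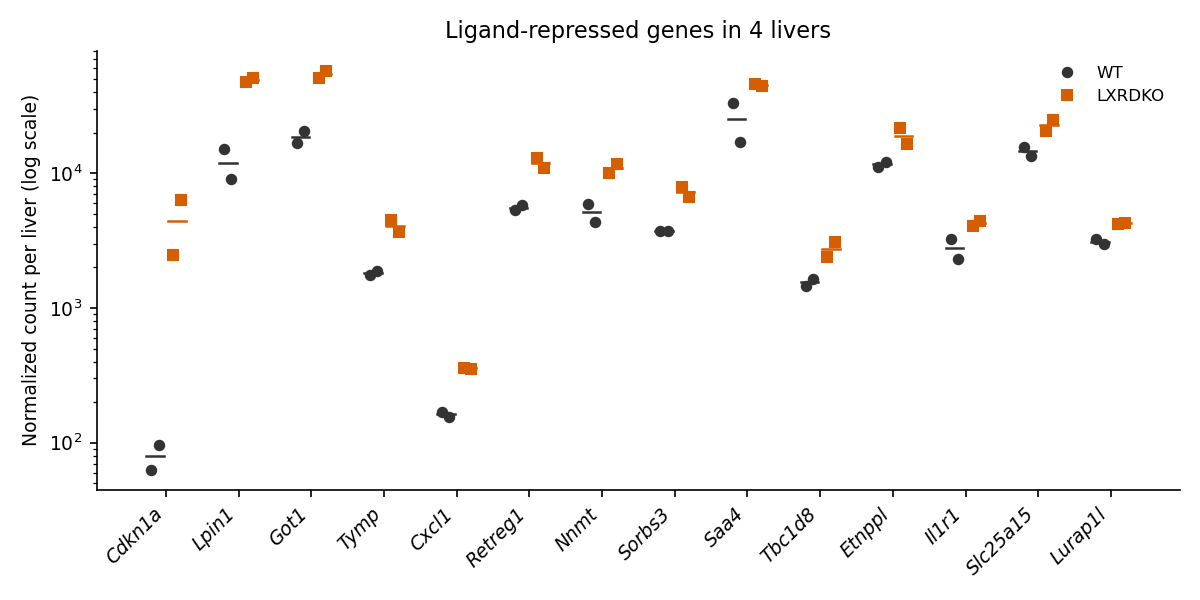
Normalized counts per liver (y axis, log scale) of the 14 ligand-repressed genes, ordered by log2 fold change. Black circles are the 2 WT livers, orange squares the 2 LXRDKO livers and bars their means, and for each gene both LXRDKO livers lie above both WT livers.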

LXR-binding sites for these ligand-repressed genes were more likely to be located in promoter regions (*SI Appendix*, Fig. S8*A*). These LXR-repressed genes were involved in various cellular functions not focused on lipid metabolism. Interestingly, ATAC peaks associated with the LXR-binding sites in these repressed genes were enriched for the FOXA and C/EBP motifs. Overall accessibility of these LXR-binding sites were decreased in LXRDKO liver (*SI Appendix*, Fig. S8*D*). As an example, *Slc25a15* and *Lurap1l* had increased expression in LXRDKO liver and decreased expression with LXR agonist treatment. 

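Slc25a15, on chromosome 8 from 22375551 to 22398597, had 14622 ± 1598 normalized counts (SD, n = 2) in WT livers and 22720 ± 2892 (SD, n = 2) in LXRDKO livers. The log2 fold change of Slc25a15 was 0.63 (standard error 0.14, adjusted P = 0.155 from limma and 0.00438 from DESeq2). Lurap1l, on chromosome 4 from 80910646 to 80955628, had 3111 ± 175 (SD, n = 2) and 4258 ± 57.5 (SD, n = 2) normalized counts, a log2 fold change of 0.45 (standard error 0.09, adjusted P = 0.141 from limma and 0.0306 from DESeq2).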

Their loci have LXR-binding sites that were on average reduced in accessibility in LXRDKO livers and have putative binding sites for FOXA2, C/EBP, and other nuclear receptors such as HNF4a and PPARα detected by ChIP-Seq (Fig. 5*B*). 

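Hnf4a, on chromosome 2 from 163506808 to 163572910, had 44148 and 38999 normalized counts in the WT livers and 70769 and 56007 in the LXRDKO livers. Its log2 fold change was 0.60 (standard error 0.16), with an adjusted P value of 0.224 from limma and 0.0115 from DESeq2. In cysteine and methionine metabolism, 4 genes were singled out after DESeq2 had called them up-regulated. Sds had a log2 fold change of 1.06, Cth one of 0.76, Mat1a one of 0.73 and Cdo1 one of 0.67. Their adjusted limma P values lay from 0.127 to 0.284 and their DESeq2 values from 3.96e-05 to 0.00244. Gclc, on the same list, was called down-regulated by DESeq2, with a log2 fold change of −0.58. Its adjusted P value was 0.145 from limma and 0.00509 from DESeq2.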

By comparison, genes up-regulated in LXRDKO liver that lack the transcriptional response to the agonist included genes involved in cysteine and methionine metabolism and genes encoding for transcription factors such as *Foxa2* and *Hnf4a* (Fig. 5*A*). These finding suggests that FOXA1/2 binding could be important for LXR ligand–dependent repressor function. In accordance with our findings, published data suggest that loss of hepatic *Foxa2* abolishes the down-regulation of some of these genes (*Cxcl*, *Etnppl*, *Got1*, *Nnmt*, *Slc25a15*, *Tbc1d8*, and *Tymp*) by LXR agonist (GSE149075) (33).

To further validate the ability of LXR agonists to repress gene expression through direct LXR binding, we treated WT mice with GW3965 and measured gene expression by qPCR (Fig. 5*C*). Of the 14 genes tested, 8 were reduced by GW3965 treatment, and 4 trended down (*P* value <0.1). Independent confirmation of the down-regulation of these predicted targets supports the conclusion that LXRs are capable of acting as ligand-dependent repressors.

## Discussion

In this study, we assessed the implications of loss of LXR expression in mouse liver for gene expression, chromatin accessibility, and transcription factor activity. Unlike fork head factors, LXRs are not known to be pioneer factors that play key roles in establishing regions of open chromatin. Accordingly, the changes in chromatin accessibility we observed with loss of these nuclear receptors, especially on LXR-binding sites, were rarely dramatic; i.e., complete closing of an existing peak or opening of a new peak. A majority of the genes differentially expressed between WT and LXRDKO liver had LXR-binding sites, suggesting the change in their expression was likely to be a direct consequence of loss of LXR binding. At the same time, a majority of the genes differentially expressed between WT and LXRDKO liver did not change in WT mice treated with synthetic LXR agonist. This finding suggests that many LXR-binding sites do not transduce ligand-dependent signals or are active with basal levels of endogenous ligands. Such LXR-binding sites appear necessary to maintain expression of their target genes but do not respond to pharmacological activation, perhaps due to specific coactivator requirements. A similar disconnect between basal nuclear receptor activity and synthetic ligand response has been previously observed in macrophages (28). It would be interesting to determine whether challenging mice with a high-cholesterol diet, which would provide a higher concentration of endogenous sterol ligands, would alter the pattern of gene responses.

An important limitation of our study is the use of whole liver tissue. Our RNA expression and chromatin accessibility experiments incorporate signals from hepatocytes and nonparenchymal cells such as Kupffer cells, liver sinusoidal endothelial cells, stellate cells, and other cell types. Changes in gene expression in these nonparenchymal cells and/or shifts in the proportion of these cells present in LXRDKO liver may contribute to the results of the RNA-Seq and ATAC-Seq analyses. In particular, LXRα is known to be crucial for Kupffer cell identity (14, 15), and LXR-deficient liver has been reported to display an altered profile of immune cells, especially in the context of inflammation (41, 42). In agreement with these prior findings, genes highly expressed in Kupffer cells such as *Cd5l* and *Clec4f* showed reduced expression in LXRDKO liver. LXRs have also been reported to affect the capillarization of sinusoidal endothelial cells and the ability of stellate cells to contribute to fibrosis in response to injury (43, 44). Further dissection of the contributions of different cell types to the overall phenotype of LXR-deficient livers will require additional studies, including single-cell RNA-Seq and single-cell ATAC-Seq.

Genes down-regulated in response to LXR deletion in our study were enriched for classical LXR targets related to fatty acid metabolism, including *Srebf1*. Thus, the presence of LXRs on the regulatory regions of these genes appears to be required for their basal expression. Interestingly, however, LXR target genes related to cholesterol metabolism and efflux (such as *Abca1*, *Abcg5*, *Abcg8*, and *ApoA1*) were generally not differentially expressed between WT and LXRDKO liver. 

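No difference between genotypes was detectable for these genes. Abca1 had 16884 ± 477 normalized counts (SD, n = 2) in WT livers and 15138 ± 3617 (SD, n = 2) in LXRDKO livers, a log2 fold change of −0.18 (standard error 0.17, adjusted P = 0.73, limma). Abcg5 had a log2 fold change of 0.03 (standard error 0.13, adjusted P = 0.952, limma), Abcg8 one of 0.02 (standard error 0.10, adjusted P = 0.954, limma) and Apoa1 one of −0.09 (standard error 0.29, adjusted P = 0.935, limma). The log2 fold change of each of the 4 genes changed sign when 1 liver was left out. DESeq2 called none of these 4 genes, with adjusted P values of at least 0.976. On a list of 13 genes of cholesterol efflux and transport, 11 were lower, with a median log2 fold change of −0.18, which was −0.03 without LXRDKO replicate 2. No member was called by limma over all genes tested, 4 were called when adjusted over the list alone and 5 had an unadjusted P value under 0.05. DESeq2 called 1 member, Abcg1, down-regulated (log2 fold change −1.21, adjusted P = 0.000397 from DESeq2 and 0.12 from limma), and it was singled out after its values were seen. Camera gave an adjusted P value of 0.00431 for the list, and fry gave 0.145.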

Although LXR binding is not required for the basal expression of these genes, prior studies have shown that LXRs mediate induction of these genes in liver in response to synthetic LXR ligand or cholesterol diet challenge (7, 8, 45). This separation is consistent with a primary role for hepatic LXRs in the basal state in fatty acid metabolism and roles in both fatty acid and cholesterol metabolism for LXR in the setting of high ligand concentration (23).

Among genes that responded to both synthetic agonist treatment and LXR deletion in our analysis, most responded in opposite directions. Classical LXR target genes had one or more LXR-binding sites associated with a DR4 or DR1 motif, were reduced in expression with the loss of LXR, and were increased in expression with LXR agonist treatment. Unexpectedly, we also identified a small set of genes that were repressed by LXR in the basal state and in response to synthetic agonist. These genes had putative LXR-binding sites by ChIP-Seq (27), showed increased expression in LXRDKO liver, and showed decreased expression with LXR agonist treatment of WT mice (33). Such a direct ligand-dependent repressor function for LXR has not been demonstrated in liver previously. Analysis of the ATAC peaks associated with LXR binding revealed that the FOXA motif was common to these genes repressed by LXR agonist. Our ATAC-Seq results showed decreased FOXA motif accessibility across the genome in LXRDKO liver, despite increased expression of the *Foxa2* gene. The pharmacological repression by LXR agonist was dependent on the presence of Foxa2 for half of the genes showing direct ligand-dependent repression from our dataset (33). Kain et al. (33) demonstrated the importance of FOXA2 for synthetic ligand-dependent activation of LXR. Our data suggest an additional role for FOXA2 in the ligand-dependent repressor function of LXR.

Our data also provide evidence that the loss of LXRs from the liver affects the activity of other transcription factors. Undoubtedly, alterations in lipid metabolism upon loss of LXRs contributes to some of the gene expression changes observed, such as the reduction in fatty acid synthesis due to loss of *Srebf1* expression (3). Reduced availability of fatty acids would be expected to reduce ligand activation of PPARα. At the same time, we also found evidence of cooperation between LXR and other transcription factors on the regulatory regions of individual genes. One of the most prominent factors whose motif lost accessibility in our LXRDKO dataset was PPARα. Interestingly, the expression of both PPARα target genes and *Ppara* itself was reduced in LXRDKO liver. This finding argues against a competition between PPARα and LXR and indicates that the presence of LXR is necessary for PPARα signaling. Ducheix et al. have noted that the impact of the PPARα agonist fenofibrate on PPARα target genes was decreased in LXRDKO liver (22). Many genes share LXR- and PPARα-binding sites (27), suggesting direct cooperation of LXR and PPARα in their regulation. Many ATAC peaks associated with LXR binding are also associated with binding of other transcription factors such as FOXA2 and HNF6 (Fig. 3*C*). Such regions resemble previously described transcription factor hotspots, which function as superenhancers (46). The reduced accessibility of these sites in LXRDKO liver supports the idea of cooperation between LXRs and other factors thereon.

Other global changes in the LXRDKO liver included increased accessibility of promoter regions and decreased accessibility of intergenic and intronic regions, suggesting a reduction in enhancer activity. This pattern was particularly evident for the intergenic and intronic regions of genes whose expression was down-regulated and for the promoter regions of those up-regulated in LXRDKO liver. The CTCF motif was enriched among the intergenic and intronic regions that lost accessibility in LXRDKO liver. In a recent paper, ATAC-Seq of hearts from CTCF knockout mice showed decreased accessibility in intergenic and intronic regions and increased accessibility in promoter regions (47). A reduction in CTCF activity could thus contribute to the changes in the intergenic and intronic accessibility in the absence of LXRs.

Loss of LXR also appeared to provoke compensatory responses at promoters. In particular, NF-Y motifs broadly increased in accessibility in LXRDKO liver compared to WT. This motif was enriched among promoters already accessible in WT liver that became more accessible in LXRDKO liver. NF-Y is known for its role in maintaining the accessibility of promoter regions and protecting them from nucleosomes (48). A majority of the sites with increased NF-Y accessibility occurred in LXR-binding genes. More directed studies are needed to explore the mechanistic relationships between LXR and NF-Y.

Prior studies have documented instances of squelching, in which an activated transcription factor represses a target gene without binding to its location by competing for cofactors (49–52). However, our study was not designed to test this mode of regulation for LXRs, as we did not perform ATAC-seq in the presence of synthetic LXR agonist treatment. For genes up-regulated in LXRDKO liver that have no direct LXR binding, we observed an enrichment of the CTCF motif in peaks that lost accessibility and NF-Y motif in peaks that gained accessibility. This finding suggests that changes in CTCF and NF-Y may contribute to the ability of LXR to repress genes without direct binding. The mechanism whereby loss of LXR alters CTCF and NF-Y activity on LXR-binding and -nonbinding genes requires further investigation.

## Methods

### Mice.

*Lxr*α^−/−^ and *Lxr*β^−/−^ mice originally provided by David Mangelsdorf (University of Texas Southwestern Medical Center, Dallas, TX) were backcrossed more than 10 generation to the C57/Bl6 background. Animals were housed in a 25 °C temperature-controlled room under a 12-h light/12-h dark cycle under pathogen-free conditions. Mice had ad libitum access to water and standard chow (Harlan NIH-31, 3.1 kcal/g, 23% calories from protein, 18% from fat, and 59% from carbohydrate). Mice were killed at 8 wk of age. All animal experiments were approved by the Institutional Animal Care and Research Advisory Committee of the University of California, Los Angeles.

### RNA-Seq Sample Preparation.

RNA from frozen tissue was extracted through TRIzol (Invitrogen) and a Qiagen RNeasy Mini Kit. Total RNA libraries were made with a KAPA Stranded kit with mRNA capture. Libraries were sequenced as single end (50 bp) on an Illumina HiSeq3000.

### RNA-Seq Data Processing and Analysis.

Data quality analysis was performed via FastQC (53). The reads were aligned to the mm10 genome using STAR (version 2.6.0c) (54). Alignments were visualized using samtools (55) and the IGV browser (56). Differential expression analysis was performed with DESeq2 (57), and genes were classified as significantly regulated if adjusted *P* value <0.05. Genes were annotated using *biomaRt* package in R (https://www.R-project.org/) (58). Plots and heatmaps were created in R using *pheatmap* and *EnhancedVolcano* and the *ClustVis* web tool (59, 60). Gene sets were enriched for pathways using *BioPlanet* 2019 and ChIP-seq targets using ChIP enrichment analysis (ChEA) through *Enrichr* (61–63).

### ATAC-Seq Sample Preparation.

ATAC-Seq from tissue was conducted as previously published (64) with some modifications. Approximately 50 to 100 mg of fresh tissue was homogenized via a dounce homogenizer in 1 mL of nuclear isolation buffer (20 mM Tris⋅HCl, 50 mM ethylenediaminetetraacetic acid, 5 mM spermidine, 0.15 mM spermine, 0.1% mercaptoethanol, 40% glycerol, 1 mM egtazic acid, 60 mM KCl, 1% octylphenoxypolyethoxyethanol, pH 7.5) and filtered through a 40-μM nylon filter. Samples were centrifuged at 4 °C at 1,000 × *g* for 10 min and the pellet was resuspended with 1 mL cold resuspension buffer (RSB) (10 mM Tris⋅HCl, 10 mM NaCl, 3 mM MgCl2, pH 7.4). Approximately 50,000 nuclei from these samples were removed and centrifuged at 4 °C at 500 × *g* for 5 min. Supernatant was removed and the transposase reaction was performed immediately as described (65). DNA was purified using a Qiagen MinElute Kit and libraries were prepared as described (65). Size selection was done with AMPure XP magnetic beads. Libraries were quantified by qPCR using NEBNext Library Quant Kit for Illumina and sequenced on Illumina HiSEq 4000 as single-end 50 bp at the University of California, Los Angeles (UCLA) Broad Stem Cell Research Center Sequencing core.

### ATAC-Seq Data Processing and Analysis.

Samples were demultiplexed and quality control was done using FastQC (53). Cutadapt (66) was used to trim adapters and trimmed sequences were aligned to the mm10 mouse genome assembly using bowtie2 (67). Mitochondrial, unmapped, multimapped, and duplicate reads were removed using *samtools* (55) and in-house scripts. Peaks were called using MACS2 (68) and quantitated across samples using Seqmonk (69) generating reads per kilobase per million mapped reads (RPKM). Peaks were annotated to genomic features and nearest promoter via the Homer (70) *annotate* function. *Bedgraphs* were created using Homer and converted to .tdf files for visualization in the IGV browser (56). tSNE plots were created using Seqmonk. For ranked analysis, peaks that had fewer than 10 counts across all four samples were removed. We ran the Irreproducible Discovery Rate (IDR) software for quality control (37). The filtering improved the percentage of peaks that met the 1e-6 threshold in the IDR software. The reads from replicates for each peak were averaged and the peaks were ranked based on the difference between the average counts among conditions. The *pheatmap* R package was used to plot the top 1,000 peak heatmap. ChIP-Seeker was used to plot the distribution of peaks relative to TSSs (71). Merged bam files were created using the *samtools* merge function. deepTools2 was employed to profile the signal intensity across defined peaks using the merged replicates (72).

Motif analysis to infer TF binding was done through the *findMotifGenome* and *findMotifs* functions in Homer using known motifs. Ranked peaks were binned into equal-sized bins and known motif analysis was run for each bin. The *P* value for each motif was plotted across all bins. Nonenriched and not-changing motifs were filtered out. Motifs with high similarity (>0.90) within the same TF family were combined. Footprinting was done with Hmm-based identification of transcription factor footprints (HINT)-ATAC using the bam files and the JASPAR motif database as input (38, 73).

### Additional ChIP-Seq and RNA-Seq Datasets.

Additional data were downloaded from the Gene Expression Omnibus and processed as above: LXR liver ChIP-Seq data (GSE35262), LXR vehicle ChIP-Seq data (GSM864670), and LXR T09 peaks (GSM864669). Differentially expressed genes in response to LXR agonist treatment were obtained from GSE149075. Hepatic SREBP-2 peaks were obtained from GSE28082. The ChIP-Atlas was used to provide a summarized ChIP-Seq experiment from mouse liver or hepatocytes or liver-derived cell lines (74).

### Validation with LXR Agonist.

Nine-week-old mice on mixed background 129 × 1/SvJ and C57BL/6 were gavaged with 40 mg/kg GW3965 (75) first 17 h before and second 8 h before killing. Mice were 4 h fasted before killing. GW3965 was gavaged in canola oil. Dimethylsulfoxide was used as vehicle control. RNA was extracted using TRIzol. The differences between gene expression were determined via qPCR using Taq Universal SYBR Green Supermix (Bio-Rad) using primers that are provided in *SI Appendix*, Table S1.

## Supplementary Material

Supplementary File

## Data Availability

ATAC-Seq and RNA-Seq data have been deposited to the Gene Expression Omnibus (GEO) database (GSE191030) (76).

How the deposited data were processed for this re-analysis (not part of the article)

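RNA from the left lobe of the liver of 2 WT and 2 LXRDKO mice was measured by RNA-Seq, with 1 library per mouse. The authors captured polyadenylated RNA with the KAPA Stranded kit, sequenced single-end reads of 50 bp on a HiSeq3000, checked them with FastQC and aligned them to mm10 with STAR. They tested differential expression with DESeq2 and annotated genes with biomaRt. The deposited values, a signal that the authors normalized with DESeq2 before they were deposited, are normalized counts of 25010 genes in 4 columns, none of which was pooled. Each value is a read count divided by 1 size factor per library, and the divisors equal the size factors that DESeq2 computes from the recovered reads.

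Between 55772659 and 72842744 reads per liver were counted on genes, and between 21716 and 22721 genes had at least 1 read. The 10 genes with the most reads took from 18.2% to 20.5% of the reads of a library. A gene at 0 reads in a library can have up to 3 reads by counting error alone, and such floors cover counting error only. Where both libraries of a group lay at or under 3 reads, the fold is given against that floor. It is no strict bound where reads were counted.

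Gene positions and types came from GENCODE M21 on GRCm38, to which 24987 gene identifiers matched and 23 did not. In the deposited table 143 genes carry a number in place of a symbol, so genes were matched by Ensembl identifier. Values were tested as log2(normalized count + 1) with limma 3.58.1 in R 4.3.3, using empirical Bayes moderation with a trend, over genes with a mean of at least 10 normalized counts. The threshold was an adjusted P value of 0.05 after Benjamini-Hochberg adjustment. Replicate numbers do not pair the mice. Across the genes tested, the correlation of the replicate deviations between the genotypes was 0.0031, so no pairing entered the test.

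Gene lists, 26 in all, were written by hand before the data were examined, as were the tests of genes, lists and overlaps and their alternatives, apart from the GC correction. The closing section names the further tests of explanations that were chosen later. Lists were tested with camera at a preset correlation of 0.01 and adjusted over the 26 lists. Overlaps with the called genes were tested with two-sided Fisher's exact tests against all genes tested, adjusted over 52 tests. Medians of lists were also compared with 10000 random lists of genes of matched expression.

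The alternatives were pseudocounts of 0.5 and 8, no filter or a mean of at least 50 normalized counts, upper-quartile scaling, scaling to the library total, limma without the trend or with robust moderation, and the replicate number as a block. DESeq2 1.42.0 and the quasi-likelihood test of edgeR 4.0.16 were run on the recovered reads. Set tests were repeated with fry and with an estimated correlation, thresholds of 0.01 and 0.10 were tried, and each liver was left out in turn. A correction for GC content was added after seeing the data, for the 15569 tested genes with a GC value.

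The tests were tested on simulated data of the same size. Of 197 genes given a change, limma called 119, none with the wrong sign, together with 21 unchanged genes, and edgeR called 118 with 22 unchanged genes. DESeq2 called 130 of 200 changed genes with 24 unchanged genes. For each test the unchanged genes were a larger share of its calls than the threshold of 0.05 aims at. Limma and DESeq2 made similar numbers of calls here, unlike the 50 and 567 on the livers. The simulation thus does not reproduce that difference.

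The genes named are those the text or Fig. 5 names for expression in LXRDKO liver, the 14 ligand-repressed genes, Nr1h3 and Nr1h2. The rule adds the 10 largest rises and the 10 largest falls among called genes without overlap between groups, and up to 3 called members of each list. The values of some of these genes are not reported. Chromatin accessibility, ChIP-Seq and agonist treatment were not analysed here.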

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

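The tests of low counts, of GC content for single genes and for the 8 lists, of the other Gbp genes, of hepatocyte share and of glucocorticoid exposure were chosen only after the result was seen.

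Of the 10 largest falls and 10 largest rises among the genes called by limma, 15 were genes outside those the paper names. Kcna2 was 87.2-fold lower in LXRDKO livers when set there at the floor of 3 reads. The log2 fold changes of the other falls were −3.95 for Pcolce2, −3.40 for Hamp2, −3.22 for Adam11, −3.02 for Marco and −2.93 for Gbp2b. Those of the rises were 5.13 for Gpnmb, 4.96 for Fam107a, 4.87 for Inka2, 4.40 for Phlda3, 4.30 for Eda2r, 3.84 for Sult2a7, 3.53 for 1700061I17Rik, 3.28 for Gm42047 and 3.15 for Gm48199. The genes were picked among those without overlap between the groups, so their separation is no further evidence. Low counts are not the whole cause, since each gene had at least 55 reads in both libraries of the group in which it was higher. After the GC correction their log2 fold changes kept at least 99.4% of their size, so GC content is not the cause of their size. Even so, 8 of the 15 genes, namely Pcolce2, Hamp2, Adam11, Marco, Fam107a, Inka2, Eda2r and Gm48199, then had adjusted limma P values from 0.0543 to 0.0618 and were no longer called. Of the 15 genes, 0 lay within 10 Mb of Nr1h3 or Nr1h2, which argues against 129-strain DNA in that window. Such DNA could reach further and stays open there. Hamp2 starts at 30922372 on chromosome 7, outside the window around Nr1h2, which starts at 44549616. An effect of genotype stays open and may underlie these changes, as may other differences between these mice. Marco and Kcna2 are on the list of Kupffer cell markers, and Phlda3 and Eda2r on that of the p53 response.

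For 3 of these genes, reads shared with paralogs cannot be told apart from a change of the gene itself. Sult2a7 gained 660.0 normalized counts while Sult2a8 changed by −5586.6, with an SD of 10403 between the WT livers. Hamp2 changed by −1686.0 normalized counts and Hamp by 152.5, with an SD of 4927 between the WT livers. Gbp2b changed by −184.3 and 10 other Gbp genes together by −413.4, with an SD of 1594 between the WT livers. These spreads are wider than the exchange that shared reads would need.

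Of the lists for which the paper reports no expression values, 8 passed camera at an adjusted P value of 0.05, and none of them passed under fry or an estimated correlation. The Discussion of the paper names immune, sinusoidal endothelial and stellate cells as ones whose changes may contribute to the RNA-Seq. All 8 kept their direction and their camera call after the GC correction, which argues against GC content as the whole cause. Monocyte-derived macrophage markers had a median log2 fold change of 0.63, with 14 of 16 members higher (adjusted P = 3.22e-05, camera), and 0.37 without WT replicate 1. Their median differed by 0.98 between the WT livers, more than between the genotypes.

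Sinusoidal endothelial markers had a median of −0.48, with 17 of 18 members lower (adjusted P = 6.45e-08, camera). Kdr (log2 fold change −1.17, adjusted P = 0.0498, limma) and Cdh5 (−1.28, adjusted P = 0.0255, limma) were called. Stellate cell markers had a median of 0.36, with 14 of 15 members higher (adjusted P = 2.38e-05, camera). Biliary cell markers had a median of 0.82, with 9 of 9 members higher (adjusted P = 5.95e-05, camera), and 0.45 without WT replicate 1. A lower share of hepatocytes would raise the markers of every other cell type, and the endothelial median of −0.48 argues against it as the whole cause. After the GC correction the endothelial median was −0.47. A change in the cells that rose, or in their expression, may underlie the pattern and was not tested.

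A loss of all nonparenchymal cells would lower stellate cell markers along with Kupffer cell markers, and their median of 0.36 argues against it. A loss of macrophages as a whole would lower 5 general macrophage genes as far as Cd5l, Cd163 and Clec4f. Their median was −0.19 and their lowest value −0.79, against −2.93 or lower for the 3 markers. These values are in line with a change in the kind of macrophage, which was not tested on other data.

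Glucocorticoid-responsive genes had a median log2 fold change of 1.51, with 13 of 14 members higher (adjusted P = 3.49e-10, camera), and 0.87 without LXRDKO replicate 1. Of the members, 6 are also on other lists, and 3 were called, Cdkn1a, Fam107a and Fkbp5. Without the members shared with the p53 and acute-phase lists, the median of the 11 left was 0.65, above all random lists, so the shared genes are not the whole cause. Of the 14 members, 11 were higher in both LXRDKO livers, and without a hormone measurement stronger glucocorticoid exposure cannot be told apart from a direct effect of the genotype.

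Acute-phase genes had a median of 0.20, with 13 of 22 members higher (adjusted P = 0.0117, camera), and 0.11 without LXRDKO replicate 2 or 0.37 without LXRDKO replicate 1. Orm2 was the member called (log2 fold change 1.16, adjusted P = 0.0498, limma). Fasting and gluconeogenesis genes had a median of 0.29, with 7 of 12 members higher (adjusted P = 0.0174, camera). It was 0.06 without LXRDKO replicate 2 and 0.60 without LXRDKO replicate 1. Pericentral hepatocyte genes had a median of 0.34, with 14 of 15 members higher (adjusted P = 0.00332, camera), and 0.01 without WT replicate 2. The medians of the last 2 lists thus rest on single livers, and no biological explanation was tested for them.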

How the results depend on the processing

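The GC correction was chosen only after the data had been seen. The number of called genes stayed between 41 and 56 with pseudocounts of 0.5 and 8, no filter, upper-quartile scaling, scaling to the library total, robust moderation and edgeR. It was 25 (10 up-regulated and 15 down-regulated) with a mean of at least 50, where fewer genes are tested, and 1 (0 and 1) without the trend, where 1873 genes had an unadjusted P value under 0.05. DESeq2 on the recovered reads called 567 genes (246 and 321), the replicate block 90 (35 and 55) and the GC correction 32 (14 and 18), all 32 among the 50. Thresholds of 0.01 and 0.10 gave 2 (1 and 1) and 138 (55 and 83). The cause of the differences between tests was not tested.

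Of the 14 ligand-repressed genes, 3 were called with a pseudocount of 0.5, 2 without a filter, 2 with a mean of at least 50 and 14 with DESeq2. Without the trend 0 were called and 13 had an unadjusted P value under 0.05. The cause was not tested.

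The set tests of classical LXR targets, fatty acid synthesis, PPARα targets, the p53 response and Kupffer cell markers kept their direction and lost their call with fry (adjusted P = 0.145, 0.123, 0.422, 0.145 and 0.11). With an estimated correlation the values were 0.364, 0.364, 0.538, 0.364 and 0.364. The direction of lymphocyte markers reversed with a mean of at least 50 (0.3), that of female-biased genes with a mean of at least 50 (0.989) and with scaling to the library total (0.994). That of the transcription factors whose motifs lost accessibility reversed without a filter (0.927) and with fry (0.977). Of the 20 other lists, 9 lost their call with fry and 9 with an estimated correlation. Lymphocyte markers gained a call with a pseudocount of 8 (0.0431), no filter (0.027), upper-quartile scaling (0.0234) and scaling to the library total (0.0157), and the NF-Y genes and SREBP2 targets without a filter (0.0444). The cause was not tested.

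The overlap of down-regulated genes with classical LXR targets and fatty acid synthesis had an adjusted P value of 0.157 for each list with a mean of at least 50, 0.158 with the GC correction and 1 without the trend, where 1 gene was called. Without the trend the overlap was 0.0668 for Kupffer cell markers and 1 for the p53 response. With DESeq2 calls, which are more numerous, the overlap was 2.71e-09 for classical LXR targets and 1.05e-11 for fatty acid synthesis. It was then 1.26e-09 for Kupffer cell markers and 1.87e-15 for the p53 response. For PPARα targets it was 2.22e-05 and for cysteine and methionine metabolism 3.79e-05 (adjusted P values, two-sided Fisher's exact test). The cause of the loss with the GC correction was not tested.

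Across the 4 fits that each left out 1 liver, the median log2 fold change ranged from −1.18 to −0.62 for classical LXR targets, from −0.51 to −0.16 for PPARα targets and from 0.42 to 0.81 for the p53 response. Of the 26 lists, 7 changed sign in some fit, and of the 78 named genes 14 did, 0 of them among the 32 that limma called. Foxa1 changed from −0.03 to 0.01 with upper-quartile scaling and 0.0241 with scaling to the library total, shifts that all genes share, since their median moved from −0.0046 to 0.0358 and 0.0498. Of the 78 named genes, 31 lost their call without the trend, 13 with the GC correction, 7 without a filter, 5 with upper-quartile scaling, 4 with scaling to the library total and 4 with a pseudocount of 0.5. With a mean of at least 50, 15 of the 77 tested lost it. A pseudocount of 8 and edgeR lost 3 each, robust moderation 2 and the replicate block 1. DESeq2 called 26 more, the replicate block 4, and each of the scalings 1. With 2 livers per group, the standard errors from limma rest largely on the spread pooled across genes of similar mean count.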

Differences from the paper's values

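The paper reports 246 up-regulated genes in LXRDKO livers, and limma called 21. The paper reports 321 down-regulated genes, and limma called 29. With DESeq2 on the recovered reads the counts were 246 and 321. None of the other alternatives set before the data were examined came within 1.5 times of the paper's counts, and they gave from 0 to 55 up-regulated and from 1 to 83 down-regulated genes. The GC correction, chosen after seeing the values, gave 14 and 18.

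The paper counts 14 ligand-repressed genes as up-regulated in LXRDKO livers, and limma called 5 of them. With DESeq2 on the recovered reads 14 were called. The other alternatives set before the data were examined gave from 0 to 6, and the GC correction, chosen after seeing the values, gave 4.

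The paper lists Fasn, Scd1, Acaca and Lpcat3 among down-regulated genes. Their adjusted P values were 0.0893, 0.0615, 0.145 and 0.151 with limma, and DESeq2 called all 4. The paper lists Acsl5 and Fabp1 as down-regulated, with adjusted P values of 0.121 and 0.105 with limma, and DESeq2 called both. Slc25a15 and Lurap1l, which the paper gives as higher in LXRDKO liver, had adjusted P values of 0.155 and 0.141 with limma and were called by DESeq2. The paper describes a decrease of Ppara and an increase of Foxa2 and Hnf4a. Their adjusted P values were 0.214, 0.131 and 0.224 with limma, and DESeq2 called all 3.

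Of the genes that Fig. 5A marks as changed in LXRDKO, Atp1b1, Chka, Cyp7a1, Cd36, St6gal1, Fabp2 and Lpl had adjusted limma P values from 0.0813 to 0.155, and DESeq2 called each of them. The paper reports an enrichment of up-regulated genes for cysteine and methionine metabolism. The adjusted P value of the overlap was 0.206 with limma calls and 3.79e-05 with DESeq2 calls (two-sided Fisher's exact test). The paper describes PPARα-associated genes as down-regulated. The adjusted P value of the overlap was 1 with limma calls and 2.22e-05 with DESeq2 calls (two-sided Fisher's exact test).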

Other observations

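The tests of Trp53, of library depth, of female tissue, of normalization and fasting between the LXRDKO livers and of the surroundings of Nr1h2 were chosen only after the result was seen.

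The 4 livers can be split into 2 and 2 in 3 ways, and 1 of the 3 splits, that by genotype, gave as many limma calls as 50. The other splits gave 0 calls each, with 349 genes each at an unadjusted P value under 0.05. DESeq2 called 24 and 12 genes in them. With 3 splits the share cannot fall under 0.05, so chance cannot be excluded by splits alone.

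Several differences between the groups other than genotype were examined. Xist had at most 10.4 normalized counts in any liver, and the 4 Y-linked genes had a median log2 fold change of −0.02, which argues against a difference in sex. Nnt, low in 1 substrain of C57BL/6, had a log2 fold change of 0.34, which argues against different substrains. The mean library total of LXRDKO was 93.3% of that of WT and the totals of the groups overlapped, which argues against depth. The GC correction kept 32 of the 50 calls, so GC content is not the whole cause, and across genes Spearman's rho of the log2 fold change was 0.02 with GC content and −0.11 with transcript length. Genes are not independent replicates in these correlations. Time of day stays open, since clock genes high in the evening had a median of −0.15 (adjusted P = 0.161, camera) and those high in the morning one of 0.21 (adjusted P = 0.194, camera). The morning median was 0.09 without LXRDKO replicate 2 and 0.36 without WT replicate 1. Fasting state stays open too, with a median of 0.29 for fasting genes and −0.29 for PPARα targets.

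Genes beside Nr1h2 on chromosome 7 were called by DESeq2 more often than others. Within 10 Mb, 13 of 168 genes were called by DESeq2 (7.7%, P = 0.0102, two-sided Fisher's exact test). With limma calls no difference was detectable, at 2 of 168 genes (P = 0.0946, two-sided Fisher's exact test). They made up 2.3% of all DESeq2 calls, so most calls lie outside this window. The share does not cover 129-strain DNA that reaches further than 10 Mb. Beside Nr1h3, 1 of 79 genes was called by DESeq2. Within 100 kb of Nr1h2, 3 of 10 genes were called, Aspdh, Josd2 and Pold1, and the median log2 fold change was −0.41. From 100 kb to 10 Mb, 10 of 158 genes were called (6.33%, against 3.58% elsewhere, P = 0.0809, two-sided Fisher's exact test). An effect limited to the altered locus and 129-strain DNA around it may each contribute and cannot be told apart, because few genes lie there. No 10 Mb window out of 260 passed an adjusted P value of 0.05, with 0 away from Nr1h2 and 10 raised at an unadjusted P value under 0.05. Strain DNA elsewhere thus stays open.

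The 24 cholesterol synthesis genes, with a median log2 fold change of 0.27 between genotypes (adjusted P = 0.328, camera), differed between the LXRDKO livers. DESeq2 called 4 of them up-regulated and 1 down-regulated between genotypes, and limma 0, with 9 at an unadjusted P value under 0.05. All 24 were higher in LXRDKO replicate 2 than in replicate 1, by a median of 1.00, above all random lists. Between the WT livers 17 were higher in replicate 2, by a median of 0.09. The median between genotypes was −0.23 without LXRDKO replicate 2 and 0.74 without LXRDKO replicate 1. Hmgcs1, Sqle and Fdps, which the paper names for NF-Y, had log2 fold changes of 0.55, 0.78 and 0.27, with adjusted P values of 0.671, 0.432 and 0.833 (limma). The median of all genes between the LXRDKO livers was 0.0024, which the size factors set near 0 by their construction, so it does not decide about a shift of normalization. Fasting genes were higher in replicate 2 by a median of 0.54, which argues against a shorter fast of that mouse. No other biological explanation was tested.

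Male-biased liver genes had a median difference of −0.81 on the log2 scale between WT replicate 2 and WT replicate 1, and female-biased genes one of 1.22. Cyp7b1 had 23124 and 5128 normalized counts in the WT livers and Cyp2a4 53.6 and 3470. Xist had 8.5 normalized counts in WT replicate 2, which argues against female tissue in that library. Between genotypes the medians were 0.32 for male-biased (adjusted P = 0.328, camera) and 0.33 for female-biased genes (adjusted P = 0.683, camera), and both changed sign when 1 liver was left out. The first was −0.01 without WT replicate 2 and the second −0.73 without WT replicate 1.

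Trp53 had a log2 fold change of 0.0262 while the p53 response list was higher, which argues against more Trp53 transcript as the cause. Activity of the protein was not measured.

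The remaining lists did not pass camera at 0.05 with the values as deposited and the filter at a mean of at least 10. Lymphocyte markers had a median of −0.83 (adjusted P = 0.0566, 15 members), periportal hepatocyte genes 0.04 (0.227, 17 members), the NF-Y genes and SREBP2 targets the paper names 0.55 (0.0566, 5 members) and NF-Y and ETS transcription factors −0.10 (0.205, 12 members). The NF-Y and SREBP2 median was −0.18 without LXRDKO replicate 2 and 1.29 without LXRDKO replicate 1. The lymphocyte median was −1.27 without WT replicate 1 and −0.42 without LXRDKO replicate 2. That of periportal genes was 0.23 without WT replicate 2, and that of NF-Y and ETS factors −0.03 without WT replicate 1. The transcription factors whose motifs lost accessibility had a median of 0.01 (0.895, 20 members), which was −0.05 without WT replicate 1 and 0.09 without WT replicate 2.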
